# Epigenetic targeting of neuropilin-1 prevents bypass signaling in drug-resistant breast cancer

**DOI:** 10.1038/s41388-020-01530-6

**Published:** 2020-10-30

**Authors:** Ammara Abdullah, Saeed Salehin Akhand, Juan Sebastian Paez Paez, Wells Brown, Li Pan, Sarah Libring, Michael Badamy, Emily Dykuizen, Luis Solorio, W. Andy Tao, Michael K. Wendt

**Keywords:** Breast cancer, Cancer imaging, Targeted therapies, Oncogenes, Target identification

## Abstract

Human epidermal growth factor receptor 2 (*HER2*)-amplified breast cancers are treated using targeted antibodies and kinase inhibitors, but resistance to these therapies leads to systemic tumor recurrence of metastatic disease. Herein, we conducted gene expression analyses of HER2 kinase inhibitor-resistant cell lines as compared to their drug-sensitive counterparts. These data demonstrate the induction of epithelial–mesenchymal transition (EMT), which included enhanced expression of fibroblast growth factor receptor 1 (FGFR1) and axonal guidance molecules known as neuropilins (NRPs). Immunoprecipitation of FGFR1 coupled with mass spectroscopy indicated that FGFR1 forms a physical complex with NRPs, which is enhanced upon induction of EMT. Confocal imaging revealed that FGFR1 and NRP1 predominantly interact throughout the cytoplasm. Along these lines, short hairpin RNA-mediated depletion of NRP1, but not the use of NRP1-blocking antibodies, inhibited FGFR signaling and reduced tumor cell growth in vitro and in vivo. Our results further indicate that NRP1 upregulation during EMT is mediated via binding of the chromatin reader protein, bromodomain containing 4 (BRD4) in the NRP1 proximal promoter region. Pharmacological inhibition of BRD4 decreased NRP1 expression and ablated FGF-mediated tumor cell growth. Overall, our studies indicate that NRPs facilitate aberrant growth factor signaling during EMT-associated drug resistance and metastasis. Pharmacological combination of epigenetic modulators with FGFR-targeted kinase inhibitors may provide improved outcomes for breast cancer patients with drug-resistant metastatic disease.

## Introduction

The ErbB family members ErbB1 (epidermal growth factor receptor (EGFR)) and ErbB2 (human epidermal growth factor receptor 2 (HER2)) are intensively studied receptor tyrosine kinases (RTKs) with fundamental roles in cancer. In breast cancer, *HER2* becomes amplified and patients with HER2^+^ tumors can respond to treatment with the monoclonal antibodies pertuzumab and trastuzumab. However, acquired and inherent resistance remains a major clinical problem in this breast cancer subtype, particularly in the metastatic setting. In addition, expression of cytokeratin 5/6 and EGFR are major factors in defining the basal-like subtype of breast cancer and further decrease the already abysmal prognosis of this aggressive form of disease [1, 2]. Unlike HER2, monotherapies directed toward EGFR or in conjunction with other adjuvant therapies do not provide clinical benefit to breast cancer patients, suggesting a more active mode of resistance [3–5]. The development of EGFR/HER2 dual targeting kinase inhibitors such as lapatinib and the covalent “pan ErbB” inhibitors neratinib and afatinib do offer more tools for clinical inhibition of ErbB signaling, but recent studies suggest that even these compounds are subject to the drawbacks of therapeutic resistance via bypass signaling [6, 7].

Analysis of The Cancer Genome Atlas dataset indicates that 12.5% of 1105 invasive breast tumors contain amplification of the *FGFR1* locus [8]. Furthermore, elevated expression of FGFR1 is associated with poor prognosis of breast cancer patients [9, 10]. Recent studies further indicate that *FGFR1* can become amplified de novo in metastases as compared to the primary tumors from which they were derived [11]. We and others have previously demonstrated that expression of FGFR1 is also enhanced through the processes of epithelial–mesenchymal transition (EMT). In addition to increased expression of the receptor, additional EMT-associated events such as changes in cadherin expression and upregulation of integrins are critical in facilitating ligand-mediated FGFR signaling [12, 13]. Upregulation of FGFR in the context of EMT is established as a robust resistance mechanism for tumor cells that were originally sensitive to EGFR- and HER2-targeted agents [6, 14]. Several different kinase inhibitors against FGFR have been developed, and we and others have demonstrated the in vivo efficacy of these molecules in delaying the growth of drug-resistant and metastatic breast cancer [15–17].

Neuropilin-1 (NRP1) and NRP2 are non-enzymatic molecules that act in conjunction with the plexin family of receptors by binding the class 3 family of semaphorin ligands to facilitate axonal migration of developing neurons [18, 19]. In addition, NRP1/2 bind vascular endothelial growth factor (VEGF) and participate in the growth and migration of endothelial cells [20]. In addition to binding semaphorins and VEGF, NRP1 has been suggested to act as a co-receptor for several other RTKs [21, 22]. In fact, recent studies point to a role for NRP1 in facilitating bypass pathway signaling during drug resistance [23, 24]. These findings supported the construction of a therapeutic antibody designed to inhibit the ability of NRP1 to bind VEGF. Unfortunately, clinical evaluation of NRP1-targeted antibodies has thus far failed to produce benefits for patients with advanced tumors [25, 26].

Herein, we demonstrate that FGFR1 and NRP1 are upregulated in several independent models of EMT-associated acquisition of resistance to ErbB-targeted kinase inhibitors. These molecules physically interact to produce an active signaling complex. Overall, the current study sought to address the hypothesis that EMT-mediated upregulation of NRP1 expression facilitates resistance to ErbB-targeted therapies via bypass RTK signaling.

## Results

### Identification of EMT-associated mediators of ErbB inhibitor (ErbBi) resistance

In order to identify mediators of resistance to EGFR- and HER2-targeted kinase inhibitors, our lab has developed numerous models of drug resistance using mammary epithelial cells of both human and murine origin. For instance, normal murine mammary gland cells (NMuMG) can be transformed by overexpression of EGFR, we have termed these NME cells [27]. The transformed phenotype of NME cells manifests in 3D culture as large filled structures, as opposed to the hollow acinar structures that are characteristic of NMuMG cells [28]. Formation of acinar structures by NME cells can be restored by addition of the EGFR inhibitor AG1478 (Fig. 1a). Using this approach, we observed and were able to isolate an AG1478-resistant (AGR) 3D colony (Fig. 1a). Following expansion of these cells, their maintained resistance to EGFR inhibition was verified, as was the ability of the EGFR inhibitor, AG1478, to block EGF-mediated cell signaling events (Supplementary Fig. S1). These data suggested activation of bypass pathways as a resistance mechanism, as opposed to secondary resistance mutations in EGFR. Therefore, we utilized global gene expression analyses to characterize the AGR cells in comparison to their AG1478-sensitive, NME counterparts (Fig. 1a; GSE140978). 

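Total RNA from NME cells and from AGR cells was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, 3 arrays for each cell line. NME cells are mammary gland cells of the mouse that overexpress EGFR, and the AGR colony was isolated after 14 days in 3D culture with 1 µM AG1478, which inhibits EGFR. The deposited values were array intensities on a linear scale, processed by the authors, for 35557 probe sets on each array. Median intensities lay between 190.4 and 201, and log2 of the intensity was taken without further normalization. Of the probe sets, 21789 carried exactly 1 gene symbol, 1621 carried several and 12147 carried none. A gene was represented by the probe set with the highest mean among those with 1 symbol, which gave 19938 genes. AGR and NME cells were compared with limma (linear model with moderated variances), and p-values were adjusted by the Benjamini-Hochberg method over these genes. The thresholds for DEGs were those of the legend of Fig. 2b, an adjusted p under 0.05 and a FC above 2. Across all probe sets, which are not independent replicates, the log2 intensities of arrays of the same cell line had correlations of 0.995 to 0.997, and those of arrays of different cell lines had correlations of 0.986 to 0.988. The median SD of a gene over the 3 arrays was 0.07 on the log2 scale in either cell line. AGR replicate 2 differed by more than 2-fold from the mean of the other AGR arrays in 36 genes, AGR replicate 1 in 7 genes and AGR replicate 3 in 0 genes. Among the NME arrays this number was at most 1. The precision was limited by the number of arrays. Whether the arrays of a cell line came from separate cultures is not stated in the paper's text or the labels, so the p-values measure only the spread between these arrays. The files hold no detection calls, and dim probe sets could not be separated from background.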

Differentially expressed genes (DEGs) found in this model were compared to our recently characterized model of acquired resistance to lapatinib [29]. Here, human mammary epithelial (HMLE) cells transformed by overexpression of HER2 (HME2) were treated with lapatinib for 4 weeks in 2D culture at which point extremely mesenchymal, lapatinib-resistant (LAPR) cell populations emerged (Fig. 1b). After culture for several passages in the absence of drug, the parental HME2 cells and two independently isolated LAPR populations were transiently (96 h) exposed to lapatinib and short- and long-term changes in gene expression were characterized using the NanoString PanCancer Progression panel (Supplementary Table 1). 

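The intensities of the genes listed in Fig. 1c were examined in AGR and NME cells. Of the 18 genes, 17 had a probe set of their own, and Plekho1, for which no probe set was named, was not analysed here. All 17 passed the limma test at an adjusted p under 0.05 in the direction the figure gives, and all 17 passed when adjusted over the list alone. The study chose these genes on the same arrays, so the count is not independent evidence. The FC was above 2 for 16 of them, 13 of which were higher and 3 lower in AGR cells. Thbs1, which encodes thrombospondin-1, had the largest change of the panel, from a log2 intensity of 9.59 ± 0.14 (SD, n = 3) in NME cells to 12.99 ± 0.09 (SD, n = 3) in AGR cells. This was a 10.6-fold increase (SE of the log2 FC 0.08, adjusted p = 1.8e-06 from limma). The log2 FC was 2.38 for Inhba, 2.32 for Tns1, 1.51 for Heg1, 1.49 for Tgfb2, 1.44 for Fn1, 1.26 for Cyp1b1 and 1.07 for Cnn1. Akap12 rose from 8.20 ± 0.25 (SD, n = 3) to 9.70 ± 0.30 (SD, n = 3). Pxdn had a FC of 2.01, close to the threshold. Krt19, Maf and Sstr2 were lower in AGR cells, with log2 FCs of -1.04, -1.64 and -1.63. Fgfr1 passed the test but had a FC of 1.52.
The array data were then set beside the counts of the paper's Supplementary Table 1, which hold 1 NanoString lane for each condition and therefore no replicate. Lanes were scaled by their housekeeping genes, counts were raised to the level of the negative controls (mean + 2 SD), and both LAPR populations without drug had to differ from the parental HME2 cells by more than 2-fold in the same direction. Of 656 genes on both platforms, 63 were DEGs in AGR cells and 203 changed in LAPR cells. In total 23 genes were higher and 9 were lower in both models, while 5 moved in opposite directions. With the NanoString lanes that held lapatinib these numbers were 12 higher and 12 lower, and 8 in opposite directions. Without drug the direction in AGR cells was associated with the direction in LAPR cells (Fisher's exact test, two-sided, p = 7.9e-05). For the lanes with lapatinib the association was weaker (Fisher's exact test, two-sided, p = 0.00601). The test counts genes as independent units, which genes regulated together are not. The NanoString calls came from single lanes and the AGR cells from a single colony. These p-values therefore do not measure how reproducible the association is across resistance models. Of the 5 genes in opposite directions without drug, Arhgdib and Fst were higher in AGR cells and lower in LAPR cells. Dpysl3, Fhl1 and Itga1 were lower in AGR cells and higher in LAPR cells. Arhgdib, Dpysl3 and Fhl1 were named after their values were seen, and Dpysl3 did not pass with the two-sided test of the paper's methods. Of the genes of Fig. 1c, 13 were among the genes that moved together without drug. With lapatinib only Cdh2, Nrp1, Tns1 and Maf remained, and Inhba moved in opposite directions, with INHBA at 0.42 and 0.0819 of the level in parental cells given lapatinib. Each gene that dropped out had a higher parental count with lapatinib than without. For INHBA the parental count was 30 without and 674 with lapatinib, against 64 and 312 in LapR1 and 78 and 61 in LapR4. The parental counts were 390 and 7857 for FN1 and 55 and 1903 for TGFB2. The smaller ratios therefore reflect, at least in part, a raised parental level in single lanes. Counts of CNN1, KRT19 and SSTR2 were within background in all 3 lanes without drug, so no ratio could be given.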

Comparison of the AGR and LAPR datasets yielded an ErbBi resistance signature of genes whose expression were similarly regulated by >2-fold in both AGR and LAPR cells (Fig. 1c). Since the AGR cell line was isolated from 3D culture conditions, we first sought to determine if the phenotype that manifests under these conditions was unique from 2D culture-derived resistance models. Culture of the AGR cells in 2D conditions resulted in a cell morphology that maintained cell–cell junctions, but was distinct from the parental NME cells (Fig. 2a). The mesenchymal morphology of the AGR cells could be further enhanced by treatment with transforming growth factor-β1 (TGF-β1) (Fig. 2a). Consistent with these morphological changes, the DEGs in the AGR line did result in a significant gene set enrichment analysis when compared to the hallmark-EMT gene signature (Fig. 2b, c). 

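The members of the hallmark-EMT gene set are not part of the deposited data, so a list of 193 EMT genes was written from knowledge of that set, of which 182 were measured. In AGR cells 47 of these genes were higher and 17 were lower at an adjusted p under 0.05 from limma, and 47 were higher and 19 lower when adjusted over the list alone. A further 118 did not pass the test. The list as a whole was shifted upward relative to all other genes (camera with a preset correlation of 0.01, adjusted p = 0.00332 over the lists tested). This call was not kept when the correlation between the genes was estimated from the arrays (adjusted p = 0.406 with an estimated correlation). That correlation was 0.016, near the preset value, and the p of this camera test before adjustment over the lists was 0.039. The test fry asks whether the genes of a list move on balance in 1 direction. It gave an adjusted p of 0.00133 for higher expression. The median log2 FC of the list was 0.03 and its mean was 0.20, as a minority of its genes changed strongly. Of the 182 genes, 23 were DEGs, where 5.46 would be present by chance (Fisher's exact test, one-sided, p = 6.2e-09), a test that was chosen after the values were seen. The test pools both directions, and of the 23 DEGs 18 were higher and 5 were lower in AGR cells. Without the genes named in Fig. 1c and Fig. 2d, 17 of 176 were DEGs against 5.28 by chance (p = 2.3e-05 from the same exact test). Of these 17, 12 were higher and 5 were lower. Fbln2 rose from a log2 intensity of 11.22 ± 0.09 (SD, n = 3) in NME cells to 13.73 ± 0.06 (SD, n = 3) in AGR cells, a log2 FC of 2.51. Over the alternatives the median of the list lay between 0.03 and 0.08, the highest with dim genes left out. Lrp1 and Cxcl1 went the other way, with log2 FCs of -1.23 and -1.05.
A list of epithelial genes held junction genes together with epithelial transcription and splicing factors, proteases and their inhibitors. Of its 52 measured genes, 18 were lower and 4 were higher in AGR cells (19 lower and 4 higher when adjusted over the list alone). The median log2 FC was -0.08 (-0.33 with dim genes left out at the median of all probe sets), and camera gave an adjusted p of 0.00197 for lower expression (adjusted p = 0.406 with an estimated correlation). fry gave an adjusted p of 0.00155 for lower expression of the epithelial list. The transcription factor gene Ehf, on this list, had a log2 FC of -2.54 (SE 0.10). Cdh16 had a log2 FC of -1.58, Esrp2 of -0.80 and Itgb4 of -0.66. The genes that rose were Nectin1, Pkp1, Itgb6 and Cldn1, the last named after its values were seen, with log2 FCs of 1.46, 1.13, 0.78 and 0.72.

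**Figure D1:**
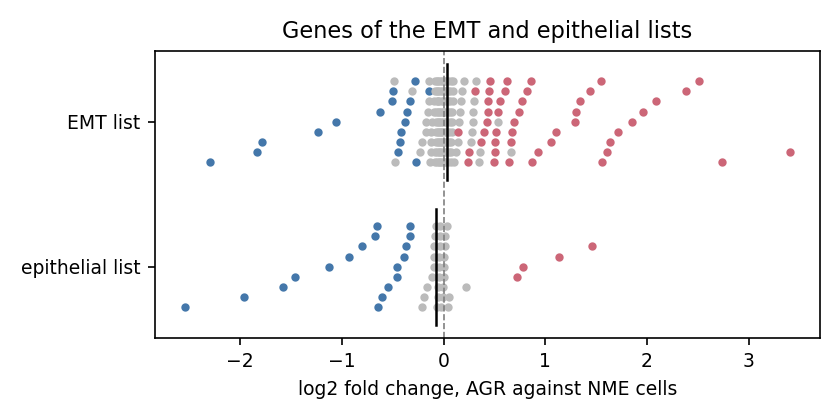
Log2 fold change between AGR and NME cells (x axis) of each measured gene of the EMT list and of the epithelial list. Red points were higher and blue points lower in AGR cells at an adjusted p under 0.05, gray points did not pass the test, and the black line is the median, at 0.03 for the EMT list and -0.08 for the epithelial list.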

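At an adjusted p under 0.05 and a FC above 2, 598 genes differed between AGR and NME cells, 299 higher and 299 lower in AGR cells. For all 598 the values of the 3 AGR arrays lay outside the range of the 3 NME arrays. This held for 36.4% of all genes tested, where chance gives 10%. Without the requirement on FC, 2515 genes were higher and 2304 were lower. A FC above 4 was reached by 55 genes that were higher and 79 that were lower. Vgll3, a cofactor of TEAD transcription factors, had the largest measured increase of the genes examined singly, from a log2 intensity of 7.40 ± 0.11 (SD, n = 3) to 11.99 ± 0.16 (SD, n = 3), followed by Lce1i with a log2 FC of 4.49, Elmod1 with 4.25 and Uts2b with 4.16. Alb, which encodes albumin, had the largest measured decrease, from 13.06 ± 0.06 (SD, n = 3) to 6.71 ± 0.36 (SD, n = 3), followed by Lgals4 with a log2 FC of -5.60, Serpina1c with -5.50 and Cyp2c68 with -5.47. These increases started and these decreases ended below the median log2 intensity of all probe sets, 7.61, where signal and background cannot be separated, so the FCs are lower bounds and their order is not certain. Serpina1c, Cyp2c68 and Lce1i belong to families of similar genes, and binding of transcripts of other family members to their probes was not tested.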

Finally, we compared the 581 DEGs from the AGR cell line to the previously established 146 core-EMT gene signature. The core-EMT genes are similarly modulated by several different master regulators of EMT such as snail, twist, goosecoid, stimulation with TGF-β1, and directed depletion of E-cadherin (E-Cad) [30]. 

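The 21 genes that Fig. 2d lists as shared were examined one by one, since the remaining genes of the core-EMT signature are not part of the deposited data and their overlap could not be tested here. All 21 had a FC above 2 and passed the limma test, also when adjusted over the list alone, and as the study chose them on these arrays this is not independent evidence. Of them, 12 were higher and 9 were lower in AGR cells, with FCs between 2.00 and 6.67. Pmp22, which encodes a myelin and junction protein, rose from a log2 intensity of 8.41 ± 0.19 (SD, n = 3) to 11.15 ± 0.08 (SD, n = 3), a log2 FC of 2.74 (SE 0.10, adjusted p = 8.3e-06 from limma). Tuba1a, Lmcd1 and Serpinb2 had log2 FCs of 2.03, 1.96 and 1.68. Smaller increases were found for Nid1 (log2 FC 1.21), Ltbp1 (1.12), Zbtb38 (1.04) and Dlc1 (1.04). The tight junction gene Ocln fell by 1.96 on the log2 scale, from 10.49 ± 0.08 (SD, n = 3) to 8.53 ± 0.28 (SD, n = 3). The log2 FC was -1.80 for Elmo3, -1.60 for Pls1, -1.45 for Fgfr3, -1.33 for Mlph, -1.19 for Stap2, -1.13 for Ckmt1 and -1.04 for Hook1. Hook1 lay below the median of all probe sets in NME cells (6.89) and in AGR cells (5.85). Serpinb2 (6.10), Dlc1 (7.03) and Nid1 (7.55) lay below this median in NME cells only, and Ckmt1 (7.48) in AGR cells only. Signal and background cannot be separated there, so the FCs of Hook1 and of these genes are uncertain. Car2, at 10.48 ± 0.08 (SD, n = 3) in NME cells and 9.48 ± 0.06 (SD, n = 3) in AGR cells, was at the threshold.

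**Figure D2:**
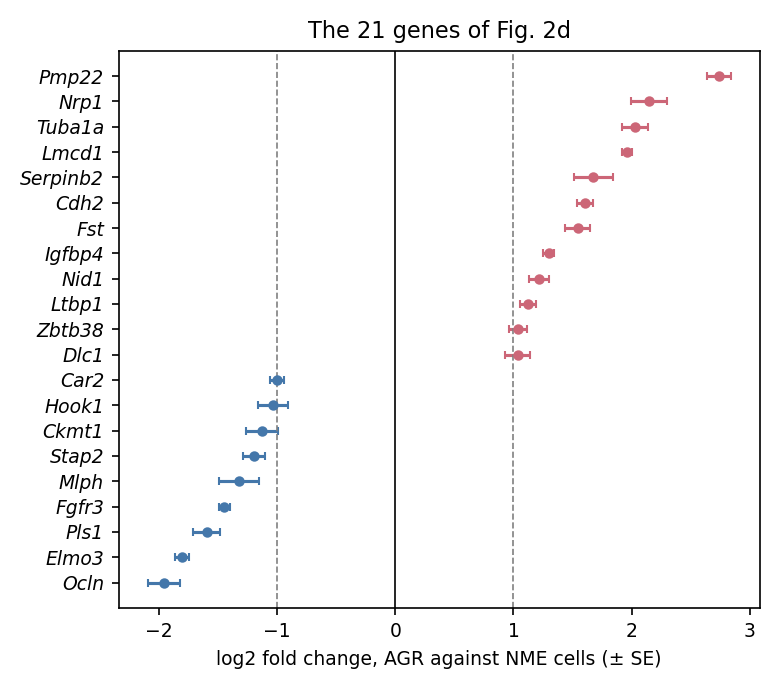
Log2 fold change between AGR and NME cells (x axis, points with SE) of the 21 genes of Fig. 2d. Red points were higher and blue points lower in AGR cells, and the dashed lines mark a FC of 2, which Car2 met at 2.00 and Pmp22 exceeded most, at 6.67.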

Using this approach, we also found a highly significant correlation between the core-EMT signature and the AGR DEG list (Fig. 2d). Therefore, we conclude that similar to 2D-derived models, isolation of drug-resistant cell lines from 3D culture also results in stable induction of EMT.

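Regulators and markers of EMT were also read from the arrays. Of 17 measured EMT transcription factors, Zeb2, Zeb1, Snai1 and Foxc1 were higher in AGR cells, with log2 FCs of 1.24, 0.60, 0.68 and 0.32, and none was lower at an adjusted p under 0.05 from limma (4 higher when adjusted over the list alone). camera gave an adjusted p of 0.0389 for this list (adjusted p = 0.406 with an estimated correlation). Snai2 had a log2 FC of 0.53 that did not pass the test (adjusted p = 0.247 from limma), and Twist1 had a log2 FC of -0.03 (adjusted p = 0.65). Twist1 lay at 7.52 in NME cells and 7.48 in AGR cells, below the median of all probe sets, 7.61. Signal and background cannot be separated there, so whether Twist1 changed could not be judged. Ncam1 was higher in AGR cells, with a log2 FC of 1.71. Vim was high in both cell lines, with a log2 intensity of 13.86 in NME cells and 13.90 in AGR cells. Cdh1, which encodes E-Cad, was lower in AGR cells but stayed high, with 12.93 ± 0.09 (SD, n = 3) against 13.54 ± 0.03 (SD, n = 3). Of 13 measured cadherins, Cdh16, Cdh1, Cdh17 and Cdh6 were lower and Cdh2, Cdh13 and Cdh10 were higher, Cdh10 being named after its values were seen, and the same numbers passed when adjusted over the list alone. camera gave an adjusted p of 0.766 for the cadherins, in the direction of lower expression although their mean log2 FC was 0.01 (median -0.01). Of 14 measured keratins, Krt19, Krt20 and Krt23 were lower and Krt80 was higher (4 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.162). Krt23 did not pass with the two-sided test of the paper's methods or without some of the arrays.
Of 31 measured TGF-β ligands, receptors and early targets, 11 were higher and 5 were lower (12 and 6 when adjusted over the list alone, camera adjusted p = 0.138). Inhbb rose with a log2 FC of 1.64. Those that fell were Bmp2, Tgfbr1, Id1, Acvr2a and Bmp4, the last 3 named after their values were seen, with log2 FCs of -1.75, -1.09, -0.71, -0.64 and -0.61. Acvr2a and Bmp4 did not pass with the two-sided test of the paper's methods. Of 20 contractile genes, 6 were higher, among them Tns1, Cnn2, Cald1 and Tpm1, the last 2 with log2 FCs of 0.87 and 0.74, and Mylk was lower with -0.45 (6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0757). Of 20 integrins, 6 were higher and 4 were lower, with the same numbers when adjusted over the list alone and a camera adjusted p of 0.419, toward higher expression with a mean log2 FC of 0.04 and a median of -0.02. The log2 FC was 1.64 for Itga5, 0.88 for Itga3 and 0.77 for Itgb1. Those that fell were Itga1 with -2.94, Itgb4, Itgb5 with -0.43 and Itga7 with -0.42, the last 2 named after their values were seen. From the altered morphology, the enrichment of EMT genes among the DEGs and their overlap with the core-EMT signature, the paper concludes that AGR cells isolated from 3D culture have undergone a stable EMT, as in models derived in 2D culture.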

**Fig. 1:**
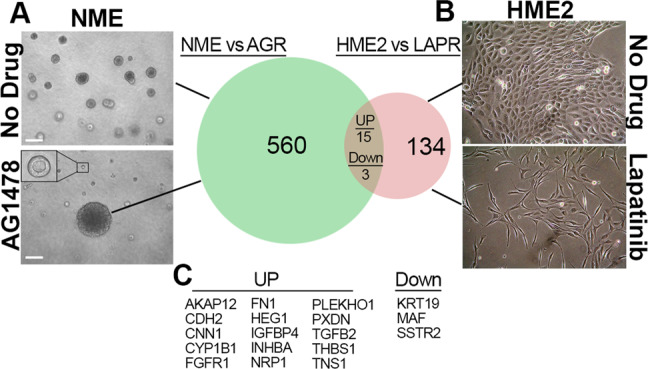
Identification of shared mediators of ErbBi resistance. **a** Aberrant growth of normal murine mammary gland cells transformed by overexpression of EGFR (NME cells) was normalized by the addition of the EGFR inhibitor AG1478 (1 µM). (Inset shows a typical small, acinar structure.) After 14 days of drug treatment, an AG1478-resistant (AGR) colony from these 3D cultures was isolated and characterized by differential gene expression analyses in comparison to the parental NME cells. **b** Human mammary epithelial cells transformed by overexpression of HER2 (HME2 cells) were cultured in the presence of lapatinib (1 µM) until lapatinib-resistant (LAPR) cells emerged. The LAPR cells were characterized by differential gene expression as compared to parental HME2 cells. **c** The differentially expressed genes in both ErbBi resistance models were compared. Genes similarly regulated by >2-fold upon acquisition of resistance to either AG1478 or lapatinib are listed.

**Fig. 2:**
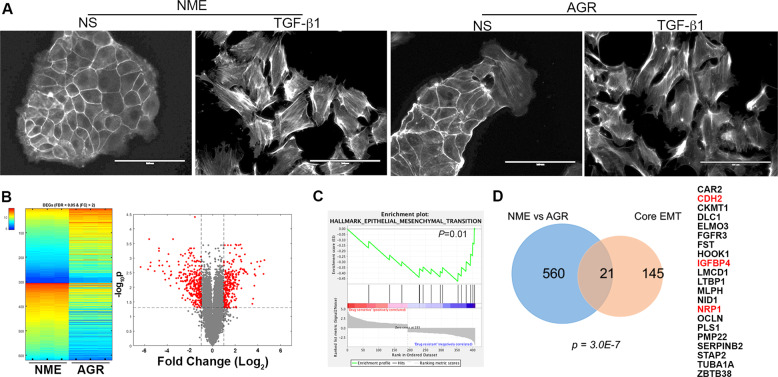
Drug-resistant cells isolated from 3D culture have undergone EMT. **a** Phalloidin staining to visualize the actin cytoskeleton in the NME and AGR cell lines under non-stimulated (NS) conditions and after 72 h of TGF-β1 (5 ng/ml) stimulation. **b** Heatmap and volcano plot visualizing differentially expressed genes (DEGs) between the drug-sensitive (NME) and AG1478-resistant (AGR) cell lines. The triplicate microarray analyses resulting in upregulated (top) and downregulated (bottom) genes with a fold change (FC) of >2 and a false discovery rate (FDR) of <0.05 are shown on the heatmap. These DEGs are also shown in red on the volcano plot. **c** Gene set enrichment analysis comparing the DEGs identified in the AGR cells to the hallmark-EMT gene set. This comparison resulted in the indicated *P* value. **d** Venn diagram indicating the number of genes similarly regulated in AGR vs. NME DEG set as compared to the core-EMT gene signature. The significance of overlap was calculated using a hypergeometric model resulting in the indicated *P* value. The 21 shared genes are listed on the right. The genes also regulated in the LAPR gene set described in Fig. 1 are indicated in red.

Cross-referencing the 21 EMT-associated genes in the AGR DEG list with our ErbBi resistance signature established in Fig. 1 demonstrated three similarly upregulated genes, *CDH2*, *IGFBP4* (insulin-like growth factor binding protein 4), and *NRP1* (Fig. 2d). 

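Nrp1, the mouse gene for neuropilin-1, rose from a log2 intensity of 8.84 ± 0.22 (SD, n = 3) in NME cells to 10.98 ± 0.24 (SD, n = 3) in AGR cells. This was a log2 FC of 2.15 (SE 0.15, adjusted p = 1.3e-04 from limma), a 4.43-fold increase. Cdh2 rose from 11.30 ± 0.04 (SD, n = 3) to 12.91 ± 0.12 (SD, n = 3), a log2 FC of 1.60 (SE 0.07, adjusted p = 1.5e-05 from limma). Igfbp4 rose from 10.78 ± 0.05 (SD, n = 3) to 12.07 ± 0.03 (SD, n = 3), a log2 FC of 1.30 (SE 0.05, adjusted p = 7.8e-06 from limma). For each of these genes every AGR array was above every NME array. By the counts of the paper's Supplementary Table 1, scaled as described, NRP1 was 24.1-fold and 30.3-fold higher in the LAPR populations than in parental HME2 cells, CDH2 was 9.69-fold and 13.7-fold higher, and IGFBP4 was 3.06-fold and 2.04-fold higher. In the lanes with lapatinib these ratios were 27.4-fold and 49.8-fold for NRP1, 2.34-fold and 2.87-fold for CDH2, and 1.84-fold and 1.37-fold for IGFBP4, which was then not past 2-fold. All ratios came from single lanes and have no error. Of the 21 genes of Fig. 2d, 9 were on the NanoString panel, and by the same rule 7 of these moved the same way in both models and 1, Fst, moved the opposite way. Besides these 3, Dlc1 and Pmp22 were higher, and Fgfr3 and Ocln were lower.
Of 39 neuropilins, plexins, semaphorins and VEGF receptors and ligands, all measured, 16 were higher and 6 were lower in AGR cells (17 and 7 when adjusted over the list alone). camera gave an adjusted p of 0.0266 for higher expression (adjusted p = 0.481 with an estimated correlation). Nrp2 rose from 9.24 ± 0.03 (SD, n = 3) to 10.24 ± 0.04 (SD, n = 3), a FC of 2.00 at the threshold, while NRP2 in the LAPR populations was at 0.673 and 0.787 of the parental level without drug and at 1.17 and 0.804 with lapatinib. Flt4, which encodes VEGF receptor 3, had a log2 FC of 1.83 and Plxna1 of 0.85. Sema4a and Flt1 fell, with log2 FCs of -2.21 and -0.67.

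**Figure D3:**
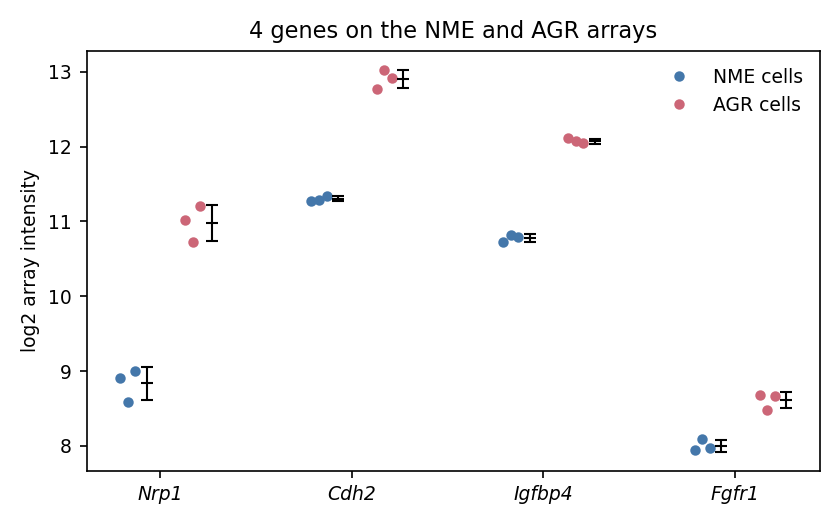
Log2 array intensity (y axis) of Nrp1, Cdh2, Igfbp4 and Fgfr1 on the 3 arrays of NME cells (blue) and the 3 arrays of AGR cells (red). Black marks are the mean and SD, which for Nrp1 were 8.84 ± 0.22 in NME cells and 10.98 ± 0.24 in AGR cells.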

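Other genes of the IGF axis were examined beside Igfbp4. Of 15 genes, all measured, Igfbp4, Irs2 and Igf1r were higher in AGR cells and none was lower at an adjusted p under 0.05 from limma (3 higher when adjusted over the list alone). Igf1r, which encodes the IGF-1 receptor, rose from a log2 intensity of 10.88 ± 0.05 (SD, n = 3) to 11.67 ± 0.17 (SD, n = 3), a log2 FC of 0.79 (SE 0.09, adjusted p = 8.8e-04 from limma). Irs2, which encodes a substrate of that receptor, had a log2 FC of 0.81 (SE 0.06). The median log2 FC of the list was 0.04, and camera gave an adjusted p of 0.0961.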

Enhanced expression of *IGFBP4* is consistent with inhibition of insulin growth factor receptor signaling, and therefore was not further pursued in this study as a targetable ErbBi resistance mechanism. In contrast, CDH2, which encodes for neuronal-cadherin, and NRP1 have both been described as co-receptors that can facilitate growth factor signaling and drug resistance [13, 31]. Analysis of additional resistance models using a cell line derived from HME2 bone metastases (HME2-BM) similarly demonstrated upregulation of NRP1 upon acquired resistance to the second-generation covalent ErbB-targeting drugs, afatinib and neratinib (Supplementary Fig. S2a–c). Moreover, analysis of ErbBi-treated HER2^+^ patient samples demonstrated that higher levels of NRP1 expression is associated with decreased survival (Supplementary Fig. S2d) [32]. Therefore, the mechanistic role of NRP1 in facilitating resistance to ErbB-targeted agents was pursued for further study.

### Neuropilins interact with the FGFR1 signaling complex

Analysis of the human protein reference database for proteins that interact with NRP1 revealed the known interactions with NRP2, several plexin and semaphorin molecules, and VEGF receptors (Fig. 3a). However, in vitro biochemical experiments using an optical biosensor-based binding assay also suggested that NRP1 can physically interact with FGFs and FGFR1 (Fig. 3a) [21]. Interestingly, FGFR1 was part of our ErbBi resistance signature from Fig. 1 and our previous studies functionally associate FGFR1 with EMT-driven resistance to the EGFR/HER2 inhibitor, lapatinib [29]. 

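Fgfr1 rose from a log2 intensity of 8.00 ± 0.08 (SD, n = 3) in NME cells to 8.61 ± 0.11 (SD, n = 3) in AGR cells. This was a log2 FC of 0.61 (SE 0.07, adjusted p = 0.00107 from limma), and every AGR array was above every NME array. In the counts of the paper's Supplementary Table 1, FGFR1 was within background in parental HME2 cells and at least 28.4-fold and 43.7-fold higher in the LAPR populations without drug. With lapatinib, where the parental count was above background, the ratios were 18.8-fold and 33.4-fold. Of 18 measured FGF receptors and ligands, Fgfr1, Fgf2 and Fgfrl1 were higher in AGR cells, and Fgfr3, Fgf1, Klb and Fgfr2 were lower (3 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.285). Fgf2 (6.48 in NME and 6.87 in AGR cells) and Klb (7.22 and 6.81) lay below the median of all probe sets, 7.61. Signal and background cannot be separated there, so their changes are uncertain. Fgfrl1 was named after its values were seen. Fgfrl1 and Fgfr2 did not pass with the two-sided test of the paper's methods or without some of the arrays. Fgf1 had the largest change of these genes, from 11.09 ± 0.21 (SD, n = 3) to 8.64 ± 0.32 (SD, n = 3), and Fgfr3 had a log2 FC of -1.45 (SE 0.05).
Of 17 measured ErbB receptors, ligands and regulators, Lrig1 and Hbegf were higher, and Erbb3, Btc, Errfi1 and Ereg were lower (the same numbers when adjusted over the list alone, camera adjusted p = 0.488). Hbegf, Errfi1 and Ereg did not pass with the two-sided test of the paper's methods after adjustment, or without some of the arrays. The paper states overexpression of EGFR for NME cells, from which AGR cells were isolated. Whether the Egfr probe set reads the introduced gene was not tested. Egfr had a log2 FC of 0.23 (adjusted p = 0.139 from limma), and Erbb2 had a log2 FC of -0.05 (adjusted p = 0.667). Erbb3 fell from 9.25 ± 0.14 (SD, n = 3) to 7.65 ± 0.06 (SD, n = 3). Of 48 other receptor tyrosine kinases and their ligands, 16 were higher and 4 were lower (18 and 4 when adjusted over the list alone). camera gave an adjusted p of 0.0178 for higher expression (adjusted p = 0.406 with an estimated correlation). Csf1 had a log2 FC of 1.14, Efna5 of 0.91, Epha4 of 0.74 and Efnb1 of 0.74. Those that fell were Efna1, Mst1r, Kitl and Pdgfd, the last 2 named after their values were seen, with log2 FCs of -0.71, -0.61, -0.47 and -0.43. Pdgfd did not pass with the two-sided test of the paper's methods.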

To characterize the FGFR1 interactome, we conducted immunoprecipitation (IP) of a GFP-tagged FGFR1 before and after induction of EMT, and associated proteins were identified by mass spectroscopy (Fig. 3b). These analyses confirmed many known FGFR1 interaction partners including E-Cad and neural cell adhesion molecule (Supplementary Tables 2–4). In addition, an NRP2 peptide was identified as a molecule whose interaction with FGFR1 was specifically enhanced upon induction of EMT (Fig. 3b). Next, we transiently expressed an mCherry-tagged NRP1 construct in cells stably expressing FGFR1-GFP. Confocal microscopy revealed that FGFR1 robustly interacted with NRP1 in cytoplasmic puncta, particularly following induction of EMT (Fig. 3c). These data were confirmed by direct co-IP assays showing that FGFR1 and NRP1 form a physical complex that is enhanced upon induction of EMT (Fig. 3d).

**Fig. 3:**
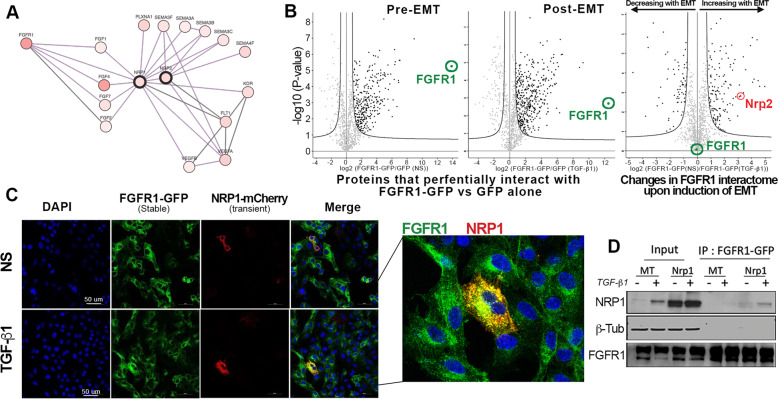
NRP1 physically interacts with FGFR1 following induction of EMT. **a** String plot created using human protein reference database showing NRP1-interacting proteins. **b** Volcano plots visualizing mass spectrometry analysis of proteins that preferentially co-immunopreciptiated with FGFR1-GFP as compare to GFP alone in NMuMG cells under non-stimulated (pre-EMT) conditions or following a 72-h stimulation with TGF-β1 (5 ng/ml) (post-EMT). Comparison of these two datasets yielded changes in the FGFR1 interactome upon EMT induction. Significant protein interactions are shown as black dots. **c** NMuMG cells stably expressing FGFR1-GFP cells were transiently transfected with NRP1-mcherry and similarly treated with TGF-β1 (5 ng/ml) for 72 h. Fluorescent images were taken using a confocal microscope. **d** NRP1 or Empty (MT) vectors were expressed in NMuMG-FGFR1-GFP cells and cells were treated with TGF-β1 (5 ng/ml) for 72 h. FGFR1-GFP was immunoprecipitated using the GFP-trap assay and precipitates were directly probed for NRP1. Data in **c**, **d** are representative of at least three independent assays.

### NRP1 and FGFR1 are required for pulmonary tumor growth

In addition to initial response and acquisition of resistance, inherent resistance to ErbBi therapies is a major clinical issue when attempting to treat metastatic breast cancer [33]. Our lab has previously established that the D2-HAN series of metastatic progression serves as a model of inherent resistance to ErbBi [15]. As opposed to the non-metastatic D2.OR cells, the D2.A1 cells, their isogeneic and metastatic counterparts, express lower levels of HER2 and EGFR. Neratinib dose–response assays confirmed that the D2.A1 cells, as compared the D2.OR cells, are indeed inherently resistant to this second-generation, covalent ErbBi (Supplementary Fig. S3). To evaluate the role of NRP1 in facilitating non-ErbB signaling, we depleted NRP1 expression from the D2.A1 cells using two independent short hairpin RNA (shRNA) targeting sequences (Fig. 4a). Depletion of NRP1 decreased in vitro cell proliferation and dramatically prevented D2.A1 tumor formation within the pulmonary microenvironment, following tail vein inoculation of equal numbers of viable cells (Fig. 4b and Supplementary Fig. S4a). Specific targeting of FGFR using FIIN4, a covalent inhibitor of FGFR kinase activity, failed to significantly reduce pulmonary tumor growth as determined by bioluminescent imaging. However, a significant reduction in pulmonary tumor nodules was observed in FIIN4-treated mice (Fig. 4c–f). Depletion of NRP1 inhibited pulmonary tumor formation so profoundly that evaluation of FIIN4 treatment in combination with NRP1 depletion was not possible (Fig. 4d). In addition, we utilized YW107.4, an antibody developed to therapeutically neutralize NRP1 [34]. In vitro use of this antibody was able to significantly inhibit FGF2-induced cell growth (Supplementary Fig. S4b). However, in stark contrast to the results obtained upon genetic depletion of NRP1, in vivo use of YW107.4 enhanced the growth of D2.A1 pulmonary tumors as compared to control animals (Supplementary Fig. S4c, d). Taken together, these data suggest that NRP1 is a critical mediator of ErbB-independent pulmonary tumor progression, but antibody therapies may not be an effective means of targeting this molecule.

**Fig. 4:**
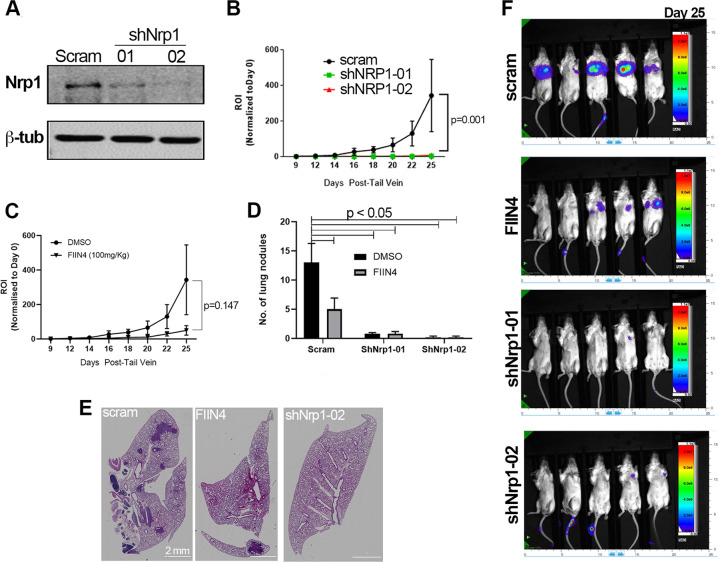
Depletion of NRP1 prevents pulmonary tumor growth. **a** Immunoblot analyses of control (scram) and NRP1-depleted (shNRP1-01, shNRP1-02) D2.A1 cells. **b** Bioluminescent quantification of pulmonary tumor growth in animals injected via the lateral tail vein with control D2.A1 cells (scram) and those depleted for NRP1. Data are the mean ± SE of five mice per group at the indicated time points resulting in the indicated *P* value. **c** Bioluminescent quantification of pulmonary tumor growth following lateral tail vein injection with the D2.A1 cells. Animals were either treated with vehicle control (DMSO) or a covalent inhibitor of FGFR (FIIN4) at 100 mg/kg/Q.O.D. Data are the mean ± SE of five mice per group at the indicated time points resulting in the indicated *P* value. **d** Animals were injected and treated as described in **b**, **c** and upon necropsy, the average number of pulmonary tumor nodules per mouse were quantified for control, FIIN4-treated, and NRP1-depleted groups. **e** Representative H&E sections of single pulmonary lobes of control, FIIN4-treated and NRP1-depleted tumors. **f** Representative bioluminescent images for the indicated groups at the time of necropsy.

### NRP1 regulates RTK signaling and growth of breast cancer cells

Consistent with our overexpression systems, further characterization of FGFR1 and NRP1 in the D2.A1 model confirmed a physical interaction between these endogenously expressed proteins (Fig. 5a). Depletion of NRP1 decreased the ability of FGF2 to induce ERK1/2 phosphorylation as determined by immunoblot under 2D culture conditions (Fig. 5b). We have previously established that FGFR1 interacts with integrins and the presence of an extracellular matrix enhances the response to FGF2 as compared to 2D culture conditions [12]. Therefore, we transiently stimulated D2.A1 cells with FGF2 as they grew on our tessellated cell-culture system that allows for cells to grow on suspended fibrillar fibronectin independent of polymeric or gel-based support [35]. Immunofluorescent staining clearly indicated that lack of NRP1 prevented the ability of FGF2 to induce ERK1/2 phosphorylation even when cells were growing in the context of an extracellular matrix (Fig. 5c). As a quantitative output of these signaling data, we were able to demonstrate that depletion of NRP1 prevented FGF2-induced cell growth within 3D cultures (Fig. 5d). To complement this depletion approach, we stimulated FGFR1-overexpressing NMuMG cells with FGF2, in the presence or absence of NRP1 overexpression. This approach demonstrated that optimal growth response to FGF2 in 3D culture was only achieved when both NRP1 and FGFR1 were present (Fig. 5e). Expanding these observations beyond FGF2, we also observed that depletion of NRP1 similarly prevented D2.A1 cell growth induced by hepatocyte growth factor (HGF) and platelet-derived growth factor (PDGF) (Supplementary Fig. S5).

**Fig. 5:**
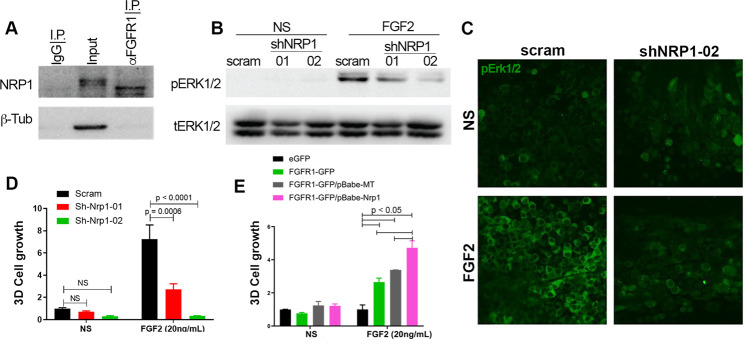
NRP1 facilitates FGF2-mediated signaling and cell growth. **a** Endogenous FGFR1 was immunoprecipitated from D2.A1 whole-cell lysates. These precipitates were probed by immunoblot with antibodies for NRP1. Total levels of NRP1 (input) and use of a non-specific antibody (IgG) are shown as controls. **b** Immunoblot analyses showing differential phosphorylation of ERK1/2 (pERK1/2) upon FGF2 (20 ng/ml) stimulation in control (scram) and NRP1-depleted (shNRP1-01 and -02) D2.A1 cells. Expression of total ERK1/2 (tERK1/2) served as a loading control. **c** Immunofluorescent staining for phosphorylated-ERK1/2 (pERK1/2) in control (scram) and NRP1-depleted (shNRP1-02) D2.A1 cells grown on 3D culture scaffolds. Cells were not stimulated (NS) or stimulated with FGF2 (20 ng/ml) for 10 min. Data in **a**–**c** are representative of at least three independent analyses. **d** Bioluminescent quantification of control (scram) and NRP1-depleted (shNRP1) D2.A1 cells growing under 3D culture conditions in the presence or absence (NS) of FGF2 (20 ng/ml). **e** Bioluminescent quantification of NMuMG cells stably expressing control vectors (eGFP and empty (MT)) or FGFR1-GFP and NRP1 in 3D culture in the presence or absence (NS) of FGF2 (20 ng/ml). For **d**, **e**, readings were taken 6 days after plating and are the mean ± SE of two independent experiments completed in triplicate resulting in the indicated *P* values.

### EMT-induced NRP1 expression can be blocked by inhibition of bromodomain containing 4 (BRD4)

Our observation that antibody-mediated targeting of cell surface NRP1 fails to significantly inhibit pulmonary tumor growth is consistent with the lack of clinical efficacy observed using this approach (Supplementary Fig. S4) [36]. Given these data and our observation that NRP1 interacts with FGFR1 throughout the cytoplasm, we sought to identify and pharmacologically target transcriptional mediators of EMT-induced NRP1 overexpression. To do this, we analyzed the molecular taxonomy of breast cancer international consortium (METABRIC) dataset for transcriptional regulators that correlated with NRP1 expression. Consistent with NRP1 being part of the core-EMT signature, we observed the EMT-associated transcription factors SNAIL1 and 2, Zeb1 and 2, and Twist1 to strongly correlate with NRP1 expression (Fig. 6a). To directly test the ability of these factors to drive NRP1 expression, we overexpressed Twist1 in three mammary epithelial cell lines (Fig. 6b). This approach clearly indicated that Twist1 was sufficient to drive a morphological change in these cells and upregulate NRP1 expression at both the mRNA and protein levels (Fig. 6b–d). To better understand the mechanisms of Twist-mediated NRP1 expression, we explored its defined interaction with the chromatin reader protein BRD4. To do this, we analyzed chromatin IP-sequencing data for H3K27 acetylation, a chromatin modification associated with BRD4 binding and transcriptional activation (Supplementary Fig. S6) [37]. These data indicated that H3K27 was acetylated and bound by BRD4 immediately upstream of *NRP1* transcriptional start (Supplementary. Fig S6a). Furthermore, RNA-sequencing data (GSE63584 and GSE53222) suggest that treatment with JQ1, a BRD4 inhibitor, is capable of inhibiting expression of NRP1 in both control and Twist-overexpressing cells (Supplementary Fig. S6b, c) [38]. Consistent with the notion that BRD4 is required for the induction of NRP1 during EMT and drug resistance, we found that JQ1 inhibited NRP1, but not FGFR1, expression in Twist-expressing cells, ErbBi-resistant BMAR, LAPR, and D2.A1 cells (Fig. 6e–h; Supplementary Fig. S7a–d). Not only that, but pretreatment of JQ1 inhibited the ability of FGF2 and PDGF to induce phosphorylation of ERK1/2 (Fig. S7e). Finally, using our recently described 3D tumor spheroid model, we were able to demonstrate that subtoxic doses of JQ1 effectively blocked the ability of FGF2 to induce the growth and invasion of ErbBi-resistant and metastatic cells (Fig. 6i–j and Supplementary Fig. S8a–d) [39].

**Fig. 6:**
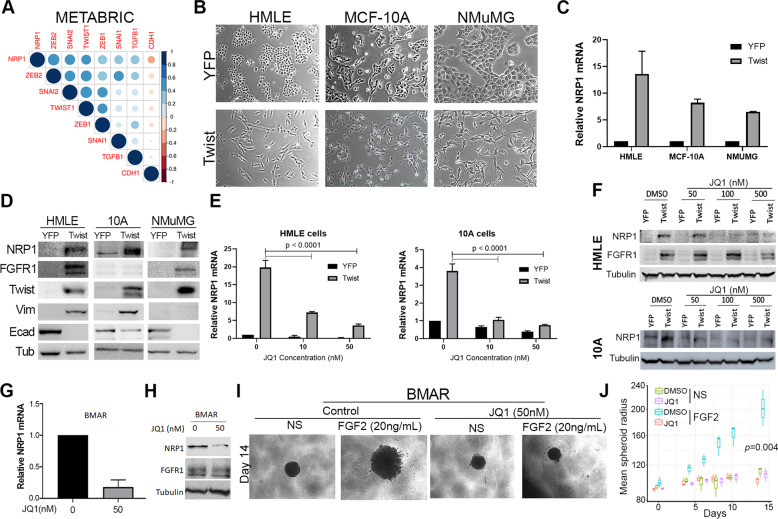
Inhibition of BRD4 decreases NRP1 expression. **a** Correlation between EMT transcription factors and NRP1 gene expression in the METABRIC dataset. **b** Phase-contrast microscopy showing the epithelial and mesenchymal phenotypes of control (YFP) and Twist-overexpressing HMLE, MCF-10A, and NMuMG cells. **c** RT-PCR showing NRP1 upregulation following Twist overexpression. Data are normalized to NRP1 levels in the control (YFP) cells for each cell type and are the mean ± SE of duplicate experiments completed in triplicate. **d** Immunoblot analyses showing expression of NRP1 and other EMT proteins in response to Twist overexpression. **e** RT-PCR showing NRP1 in control (YFP) and Twist-overexpressing cells following 7 days of treatment with the indicated concentrations of JQ1. Data are the mean ± SE of triplicate experiments resulting in the indicated *P* values. **f** Immunoblot analyses of NRP1 expression in control (YFP) and Twist-overexpressing HMLE and MCF-10A cells following 7 days of treatment with the indicated concentrations of JQ1. **g** RT-PCR analyses of NRP1 expression in afatinib-resistant (BMAR) cells following 7 days of treatment with JQ1 (50 nM). Data are the mean ± SE of triplicate experiments. **h** Immunoblot analyses of FGFR1 and NRP1 expression in BMAR cells following 7 days of treatment with JQ1 (50 nM). Expression of tubulin served as a loading control. **i** Phase-contrast images showing 3D spheroid growth of BMAR cells in response to FGF2 (20 ng/ml) in the presence or absence of JQ1 (50 nM). **j** Measurement of BMAR spheroid radius at the indicated time points, under the conditions described in **i**. Data are represented as a boxplot including the measurement of at least three images per condition and are representative of two independent experiments.

## Discussion

Acquisition of resistance to ErbB-targeted therapies in metastatic breast cancer patients constitutes a major clinical challenge for the HER2^+^ and basal subtypes. Identification of targetable underlying mechanisms of resistance is crucial to improve therapeutic strategies for these patients. Our gene expression analyses of mouse and human models of acquired ErbBi resistance demonstrated enhanced expression of NRP1 and FGFR1. FGFR1 is an established modulator of tumor progression and resistance to currently used therapeutics [29, 40, 41]. NRP1 is a multifunctional protein involved in axon guidance, VEGF signaling, ECM interaction, and TGF-β signaling [42–45]. Therefore, we sought to further investigate the role of NRP1 in facilitating bypass RTK signaling during ErbBi resistance and metastasis (Fig. 7).

**Fig. 7:**
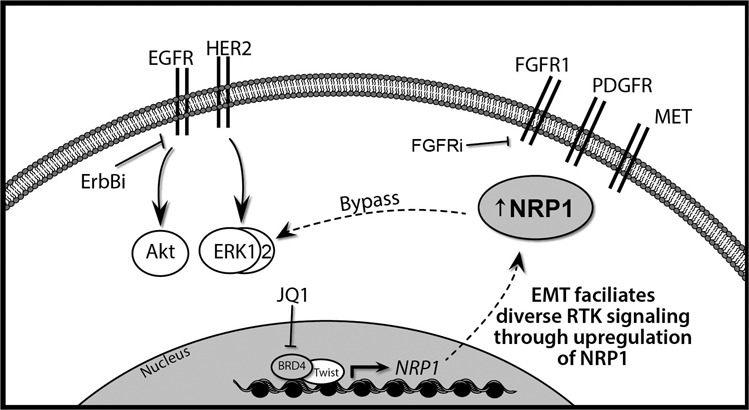
EMT facilitates diverse RTK signaling through the upregulation of FGFR1 and NRP1. Transformation and breast cancer progression are driven by ErbB signaling through EGFR and HER2. These signaling pathways can be effectively blocked through the use of several small molecules that directly act on these RTKs, collectively referred to here as ErbB inhibition (ErbBi). Induction of epithelial–mesenchymal transition (EMT) is a shared mechanism of acquired resistance to ErbBi. Through this process tumor cells originally driven by ErbB signaling upregulate FGFR1 and NRP1. FGFR1 can be directly targeted through the use of small molecule kinase inhibitors (FGFRi). In addition to FGFR1, NRP1 can also enhance signaling from other RTKs that are present such as PDGFR and the MET receptor. Twist-mediated expression of NRP1 during EMT requires BRD4 binding to acetylated H3K27. Therefore, the use of BET inhibitors such as JQ1 in conjunction with targeted inhibition of FGFR may present an effective means to block ErbBi bypass signaling.

Using an additional discovery approach, our co-IP mass spectrometry analyses indicated that FGFR1 interacts with NRPs and that this interaction is enhanced once cells undergo EMT. An intuitive hypothesis was that similar to its functional interaction with PLEXIN and VEGF receptors, the interaction of NRP1 with FGFR1 would similarly take place on the cell surface to facilitate ligand response. However, our confocal imaging of cells expressing FGFR1 and NRP1 suggest that the interaction between FGFR1 and NRP1 takes place to a large extent, while both molecules are in the cytoplasm. Indeed, we recently demonstrated that when cells undergo EMT, FGFR1 exits cell–cell junctions in favor of a cytoplasmic localization [12]. Furthermore, mitochondrial functions of both NRP1 and FGFR1 have been previously identified [46, 47]. While beyond the scope of the current study, identifying the functional significance of an NRP:FGFR1 complex in the mitochondria is an active area of research in our group. Together with the known drawbacks of targeting VEGF signaling in metastatic breast cancer, our findings may, in part, serve to explain the clinical inability of NRP1 antibody blockade to effectively inhibit metastatic tumor progression [36, 48]. Importantly, our syngeneic in vivo data using a murine NRP1-blocking antibody similarly produced confounding results as compared to the dramatic inhibition of pulmonary tumor growth observed upon shRNA-mediated depletion of total levels of NRP1. While the reasons for this result remain to be definitively determined, previous studies have demonstrated that anti-NRP1 antibodies first saturate host pulmonary tissues prior to binding to tumor cells [49]. Anti-NRP1 antibody binding to pulmonary vasculature could alter vasculature structure, an event known to promote the outgrowth of disseminated tumor cells [50, 51].

Given the failure of antibody-mediated therapies targeting NRP1, we sought to explore the mechanisms by which NRP1 expression becomes enhanced during EMT, drug resistance, and metastasis. Since NRP1 does not have an enzymatic function, we reasoned that pharmacological normalization of its expression could yield therapeutic benefit. Exploration of existing datasets from both patient samples and various EMT-induction models clearly indicated that the master EMT transcription factor Twist1 is capable of driving NRP1 expression [37, 38]. Importantly, our studies also implicate the requirement of chromatin remodeling and BRD4 in mediating NRP1 overexpression during EMT and drug resistance (Fig. 7). The use of JQ1 at concentrations well below induction of non-specific cytotoxicity was sufficient to normalize NRP1 levels and decrease the ability of metastatic and drug-resistant cells to respond to growth factor stimulation (Fig. 7). These findings add a mechanistic framework to support the therapeutic concept of combining BET inhibitors or other epigenetic modulators with FGFR-targeted compounds [52–55].

Overall, our studies present a broad characterization of gene expression changes upon treatment and 3D acquisition of resistance to ErbB-targeted therapies. Moreover, we present a novel dataset that identifies changes in FGFR1 protein:protein interactions as cells undergo EMT. Use of these discovery approaches led us to investigate the molecular interaction between NRP1 and FGFR1. Our findings suggest that antibody-mediated targeting of cell surface NRP1 has therapeutic limitations, but whole-cell expression of the protein can be normalized using BET inhibitors. Combined use of epigenetic modulators in combination with targeted inhibition of FGFR presents a potential approach to control the growth of ErbBi-resistant breast cancer metastasis.

## Materials and methods

### Cell lines and reagents

The D2.A1, HMLE, NMUMG, and MCF-10A cell lines were constructed to stably express firefly luciferase via stable transfection under zeocin or blasticidin selection. D2.A1 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and 1% Pen/Strep as described previously [56]. MCF-10A cells were maintained as described previously [29]. The HMLE cells were transformed by overexpression of HER2 via stable transduction under puromycin selection, yielding the parental HME2 cell line. In order to establish resistance to ErbB-targeted therapies, HME2 cells were treated with lapatinib to generate LAPR cell populations [29]. HME2 cells were engrafted onto the mammary fat pad of immunocompromised mice and subsequent BMs were subcultured, yielding the HME2-BM cell line [12]. HME2-BM cells were treated with either afatinib or neratinib for 4 weeks to generate afatinib-resistant (BMAR) and neratinib-resistant (BMNR) cell lines. The NMuMG cells were transformed by overexpression of EGFR via stable viral transduction under puromycin selection as described previously [57]. Once established, all drug-resistant cell lines were maintained in the absence of drug in DMEM supplemented with 10% fetal bovine serum, 1% Pen/Strep and 10.5 μg/ml insulin. Manipulation of NRP1 expression in the D2.A1 cells was achieved through lentiviral-mediated transduction of TRCN0000029859, TRCN0000029863, or a scrambled control shRNA in the pLKO.1 vector (GE Dharmacon, Lafayette, CO). Overexpression of Twist in HMLE cells; MCF-10A and HMLE and NMuMG cells was accomplished via stable transduction under puromycin selection. All cell lines were authenticated and tested for mycoplasma contaminated via R&D Systems MycoProbe Mycoplasma Detection Kit. The anti-NRP1 antibody YW107.4 was kindly provided by Genentech [34]. FGF2, PDGFa, and HGF were purchased from GoldBio (St. Louis, MO). JQ1 was obtained from Caymen Chemical (Michigan, USA).

### Animal models

All in vivo assays were conducted under IACUC approval from the Purdue University. Luciferase-expressing D2.A1 (1 × 10^6^/100 µl) cells were injected into the lateral tail vein of female 8-week-old Balb/C mice. For inhibitor treatments, groups were randomized based on initial bioluminescent readings. Sample sizes were chosen based on previous experiments using this approach and no blinding was done. Pulmonary tumor growth was subsequently quantified by bioluminescence at the indicated time points using the Advanced Molecular Imager (AMI) (Spectral Instruments, Tucson, AZ). Lungs from all animals were removed upon necropsy and fixed in 10% formalin and dehydrated in 70% ethanol, sectioned, and stained with hematoxylin and eosin for visualization of pulmonary metastatic nodules.

### Immunological assays

For immunoblot analyses, cells were lysed using a modified RIPA lysis buffer containing 50 mM Tris, 150 mM NaCl, 0.25% sodium deoxycholate, 1.0% NP40, 0.1% sodium dodecyl sulfate (SDS), protease inhibitor cocktail, 10 mM activated sodium orthovanadate, 40 mM β-glycerolphosphate, and 20 mM sodium fluoride. These lysates were separated by reducing SDS-polyacrylamide gel electrophoresis and probed for NRP1 (R&D System; AF566), FGFR1 (Cell Signaling; 9740), phospho-ERK1/2 (Cell Signaling; 9101), total ERK1/2 (Cell Signaling; 4695), FN (BD Biosciences; 610078), vimentin (BD Biosciences, 550513), twist (Abcam, ab50887), E-Cad (BD Biosciences, 610182), or β-tubulin (DSHB, E7-s).

For co-IP, NMuMG cells overexpressing FGFR1-GFP were stably transfected with NRP1 constructs. FGFR1 was pulled down using the GFP-trap protocol (ChromoTek). Associated proteins were characterized by mass spectroscopy or directly blotted for NRP1. The endogenous FGFR1 and NRP1 interaction was confirmed in D2.A1 cells using an FGFR1 antibody or rabbit immunoglobulin G in conjunction with protein A/G agarose beads.

For colocalization studies, NMuMG cells stably expressing FGFR1-GFP were transiently transfected with an NRP1-mcherry construct in the presence or absence of TGF-β1 (5 ng/ml) for 4 days. For visualizing FGF2 activation of phospho-ERK1/2, D2.A1 cells were grown and processed on 3D culture scaffolds as described previously [35]. Briefly, cells were fixed in 4% paraformaldehyde, permeabilized in 0.1% Triton X-100 and processed with phospho-ERK1/2 (Cell Signaling, 9101). Cells were mounted and imaged using a Zeiss upright confocal microscope.

### Cell viability and proliferation assays

The viability of cells was measured using the CellTiter-Glo assay (Promega) according to the manufacturer’s protocol. For the cells stably expressing firefly luciferase, the activity of luciferase was also monitored using a cell-permeable luciferin (GoldBio) as an indicator of cell number.

### 3D spheroid assay

BMAR, LAPR, and D2.A1 cells (2–5 × 10^3^) were plated in a non-adherent round-bottom 96-well plate in full growth media. The cells were cultured for 7 days, after which tumorspheres were physically transferred along with growth media to a flat-bottom 96-well plate pre-coated with 50 μl of cultrex (Trevigen, Gaithersburg, MD). After 24 h, culture media containing the indicated growth factors in the presence or absence of JQ1 was replaced. Tumor spheroids were grown for an additional 8 days for D2.A1 cells or 14 days for BMAR and LAPR cells at the indicated time points; structure size was visualized by brightfield imaging and quantified using an R language program developed by our lab.

### mRNA analyses

Total RNA was isolated (Omega Bio-Tek, Norcross, GA) and global gene expression changes in the NME cells upon acquisition of resistance to AG1478 were determined using the Affymetrix Mouse gene 1.0 ST microarray platform as described in GSE140978. Gene expression changes in the HME2 cells upon acquisition of resistance to lapatinib were determined using the NanoString PanCancer progression gene panel (Supplementary Table 1). For reverse transcription-polymerase chain reaction (RT-PCR), RNA was reverse-transcribed (Thermo Fisher), and semi-quantitative real-time PCR was performed using iQ SYBR Green (Thermo Fisher). Specific detection of NRP1 was done using the following primers: mouse, 5′-GGCACAGGTGATGACTT-3′ and 5′-GTCAGCACACTCCACCT-3′; human, 5′-ATGACGACCAGGCCAACTG-3′ and 5′-TTGATACCTGATTGTAGGTGCTG-3′. These data were normalized to glyceraldehyde 3-phosphate dehydrogenase.

### Identification of transcriptional mediators of NRP1 expression using METABRIC

Median normalized data were downloaded for the Breast Invasive Carcinoma primary solid tumor cohort dataset [Broad, 2016] from the firebrowse website (http://firebrowse.org/, Broad), filtered for NRP1- and EMT-related genes [58]. Finally, the correlation between genes was calculated using the Spearman metric in the R language and environment for statistical computing [R Core Team, 2019].

### Statistical analyses

Either two-way analysis of variance or a two-sided *t* tests were used where the data met the assumptions of these tests and the variance was similar between the two groups being compared. *P* values <0.05 were considered significant. No exclusion criteria were used for these studies.

## Supplementary information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

# Supplementary material for: Epigenetic targeting of neuropilin-1 prevents bypass signaling in drug-resistant breast cancer
**Source:** Oncogene. 2020 Oct 30;40(2):322–33. doi: 10.1038/s41388-020-01530-6
**Supplement:** Supplementary file 5 — Supplemental Figure legends

**Epigenetic targeting of neuropilin-1 prevents bypass signaling in
drug resistant breast cancer**

Ammara Abdullah^1^, Saeed Salehin Akhand^1^, Juan Sebastian Paez Paez^1^, Wells Brown^1^, Li Pan^1^, Sarah Libring^2^, Michael Badamy^1^, Emily Dykuizen^1,3^, Luis Solorio^2,3^, W. Andy Tao^1,3^, and
Michael K. Wendt^1,3*^

**Supplemental Figure Legends:**

**Supplemental Figure 1.** The drug resistant phenotype of the AGR cell line is stable following *in vitro* expansion and is independent of EGFR signaling. **(a)** NME and AGR cells were grown in 3D environment under non-stimulated (NS) and AG1478 (1μM) conditions for 10 days. The viability of cells was calculated Cell-titer Glo assays. Data normalized to control-NME cells and are the mean ±SD of three independent experiments resulting in the indicated p-value. **(b)** Representative 3D growth images of the NME and AGR cell lines as described in panel a. **(c)** NMuMG, NME and AGR cells were stimulated with 50 ng/ml of EGF (E) for 30 minutes in the presence or absence of 1μM of the EGFR inhibitor AG1478 (AG). Phosphorylation of EGFR and its downstream targets, ERK1/2 and STAT3 were determined while total expression levels of these proteins served as loading controls. Data in panels b and c are representative of at least three independent experiments.

**Supplemental Figure 2.** NRP1 expression is enhanced upon acquired resistance to ErbBi therapy. **(a-b)** Immunoblot analyses showing NRP1 expression in HME2 drug sensitive (parental and bone metastases (BM)) and the corresponding lines selected for resistance via prolonged treatment with lapatinib (LAPR), neratinib (BMNR), or afatinib (BMAR). **(c)** Expression of NRP1 mRNA in the drug sensitive vs. resistant cell lines using RT-PCR. The relative mRNA expression was normalized to the parental cell line. Data are the mean ±SE of triplicate experiments. **(d)** BreastMark combined survival analysis of 74 patients bearing HER2-enriched primary tumors as determined by the PAM50 that had been previously treated with chemotherapy. Patients were divided into two groups based on the median expression value of NRP1 and differential survival was analyzed by a log rank test, resulting in the indicated *P*-value and hazard ratio.

**Supplemental Figure 3.** The D2.A1 model of inherent resistance to ErbB inhibition. **(a)** The nonmetastatic D2.OR cells and their isogenic, metastatic counterpart D2.A1 cells were treated with the indicated concentrations of the ErbB inhibitor neratinib for 72 hours at which point cell viability was determined. **(b)** The IC50 values for each cell line was determined over three independent dose response assays as described in panel A, resulting in the indicated mean, ±SD, and p-value. **(c)** The D2.OR and D2.A1 cells were stimulated with EGF for 30 minutes and analyzed for phosphorylation of EGFR, HER2, and ERK1/2. Total levels for these proteins and β-tubulin served as a loading control. Data are representative of three independent assays.

**Supplemental Figure 4.** Antibody-mediated targeting of NRP1 increases pulmonary tumor growth. **(a)** Bioluminescent quantification of D2.A1 control (scram) and NRP1 depleted (shNRP1-01 and -02) cell growth in 2D culture. Data are the mean ± SE of triplicate experiments where * indicates p<0.05 using Dunnett’s modified t-test. **(b)** Bioluminescent quantification of D2.A1 cell growth in 3D culture treated with control IgG antibody or anti-NRP1 antibody YW107.7 (2mg/mL) in the presence or absence (NS) of FGF2 (20ng/ml). Data are the mean ±SE of triplicate experiments resulting the indicated *P*-value. **(c)** Bioluminescent quantification of D2.A1 pulmonary tumor growth in IgG treated animals (No Drug) and those treated with the YW107.7 antibody 10mg/kg/Q.O.D (*P*-value = 0.0257) **(d)** Representative bioluminescent images for the control (No Drug) and YW107.7 antibody-treated groups at the indicated times.

**Supplemental Figure 5.** NRP1 is required for HGF and PDGF-mediated cell growth. **(a)** Time-course experiment of HGF (50ng/mL) and PDGF (100ng/mL) induced phosphorylation of ERK1/2 and AKT in the D2.A1 cells. **(b)** Immunoblot analyses showing differential phosphorylation of ERK1/2 and AKT stimulated by HGF (50ng/ml) and PDGF (100ng/ml) in control (scram) and NRP1 depleted (sh-02) D2.A1 cells. **(c-d)** Bioluminescent quantification of control (scram) and NRP1 depleted (sh-02) D2.A1 cells growing under nonstimulated (NS) 3D culture conditions or in the presence of HGF (50ng/mL) or PDGF (100ng/mL). Data are the mean ±SE of triplicate experiments resulting the indicated *P*-values.

**Supplemental Figure 6.** Twist-driven expression of NRP1 can be blocked via inhibition of BET proteins. **(a)** Chromatin immuno-precipitation for BRD4 or H3K27 acetylation (ac) followed by DNA sequencing in SUM147 cells. Data indicate that BRD4 is bound to H3K27 in the region immediately upstream of NRP1 transcriptional start site. **(b)** Analysis of GSE63584 RNA sequencing data indicate that a 12 hour treatment of the SUM147 cells with JQ1 (500 nM) decreases expression of NRP1. **(c)** Analysis of GSE53222 RNA sequencing data suggest that overexpression of Twist is sufficient to increase NRP1 expression in HMLE cells, and that this can be inhibited by a 6 hour treatment with JQ1. Data are from a single replicate.

**Supplemental Figure 7.** Acute and chronic JQ1 treatment inhibits NRP1 expression and inhibits growth factor signaling. **(a)** Immunoblot analyses showing expression of NRP1 and FGFR1 proteins in LAPR cells following 7 days of treatment with JQ1 (10nM). **(b)** RT-PCR showing expression of NRP1 transcripts in LAPR cells following 7 days of treatment with JQ1 (10nM) treatment. **(c)** RT-PCR showing expression of NRP1 transcripts in BMAR cells following 6 hours of treatment with JQ1 (500nM). **(d)** Immunoblot analyses showing expression of NRP1 and FGFR1 protein in D2.A1 cells following 7 days of treatment with JQ1 (10nM). (e) Immunoblot analyses showing differential phosphorylation of ERK1/2 (p-ERK1/2) upon FGF2 (20ng/ml) and PDGF (100ng/mL) stimulation in D2.A1 cells following 6 hours of treatment with JQ1 (500nM). Expression of total ERK1/2 (tERK1/2) served as loading control.

**Supplemental Figure 8.** JQ1 inhibits growth factor-induced tumor growth and invasion. **(a)** BMAR and D2.A1cell lines were treated with the indicated concentrations of JQ1 for 96 hours and cell viability was determined. Data are the mean ±SE of triplicate experiments. **(b)** Bioluminescent quantification of control and JQ1-treated D2.A1 cells growing under 2D culture conditions in the presence or absence (NS) of FGF2 (20ng/ml). FGF2 was added at 3 days after initiation of JQ1 treatment, and experiment was terminated at day 7. Data are the mean ±SE of triplicate experiments resulting the indicated *P*-values. **(c)** Phase contrast images showing 3D cell invasion of D2.A1 cells under non-stimulated (NS) conditions or in response to HGF (50ng/ml), PDGF (100ng/ml), and FGF2 (20ng/ml) in the absence (DMS) or presence of JQ1 (25nM). **(g)** Quantification of D2.A1cell invasion into the surrounding matrix, 8 days after spheroids were transferred to cultrex where * indicated p<0.05 vs. JQ-1 using Sidak’s modified t-test. The number of invaded/migrated cells were counted for two images per treatment.

How the deposited data were processed for this re-analysis (not part of the article)

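Global gene expression of NME cells (parental, sensitive to AG1478) and AGR cells (resistant to AG1478) was measured on 6 Affymetrix Mouse Gene 1.0 ST arrays, 3 for each cell line. The submitters' description of the design speaks of groups that do not match these labels. The cell line of each array was taken from the sample titles. The deposited values are array intensities on a linear scale that the authors had processed before deposit. The submitters' notes name MAS5 without a version or settings. This array type carries no mismatch probes, which MAS5 uses, so the normalization behind the values is unknown. The column medians are close to each other without being equal. No counts or detection calls come with the arrays, and the number of arrays limits the precision.

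From these values log2 was taken with no offset. Gene symbols came from the table that pairs probe sets with genes. For 21698 probe sets the symbol was matched by gene ID to a RefSeq gene table of assembly GRCm38.p6, with 0 symbols that differed. That table was used for names and for the order of neighbouring genes only. Probe sets with several symbols or none were left out of the tests. For 999 genes with several probe sets the brightest was used. The comparison of AGR and NME cells was fitted in limma 3.58.1 under R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 19938 genes. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, for lists with at least 4 measured members, and the p-values were adjusted over the lists. fry tests whether the genes of a list move on balance in 1 direction and does not compare them with other genes. The 27 lists, 4 of which hold markers of other cell types, were written before the data were examined, as were the tests, the thresholds and the alternatives unless stated otherwise. The matching of list symbols to genes was corrected after the results had been seen, because official symbols had been taken for old names of other genes. The glycolysis and hypoxia list had passed camera before this correction and did not pass after it. The lists include EMT genes after the hallmark set, epithelial junctions with epithelial regulators and proteases, keratins, EMT transcription factors, neuropilins with plexins, semaphorins and VEGF receptors, FGF receptors and ligands, ErbB receptors and ligands, other receptor tyrosine kinases, the IGF axis, integrins, cadherins, TGF-β genes, contractile genes, MAPK output, cell cycle and mitosis, interferon-stimulated genes, cholesterol synthesis, glycolysis and hypoxia, drug transport and metabolism, Notch and Wnt, the BCL2 family, luminal and milk genes, and markers of fibroblasts, of macrophages and other immune cells, of endothelium and of adipocytes.

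The genes named in the text were chosen by a rule. It takes every gene of Fig. 1c and Fig. 2d and every gene that the paper's text names for these cells or pathways, the 12 largest increases and the 12 largest decreases among DEGs without overlap between the cell lines (leaving out predicted genes, unnamed clones, olfactory and vomeronasal receptors and small RNA genes), and up to 4 members of each list with up to 2 that went the other way. The study had chosen the first group from the same arrays. Where 5 or fewer members of a list moved 1 way, all were named, and genes outside the rule are marked as chosen after their values were seen.

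The NanoString counts of LAPR and parental HME2 cells are the paper's, from Supplementary Table 1, with 1 lane for each of 6 conditions. The lanes were scaled by the geometric mean of 30 housekeeping genes, and counts were raised to the mean + 2 SD of the 8 negative controls of the lane. Genes were matched to the arrays by symbol in capitals, which gave 656 of 740 genes. A gene whose parental count was raised to this floor has a ratio that is a lower bound.

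The alternatives were quantile normalization, centring of each array on its median, filters on dim genes at the 25th percentile and at the median of all probe sets, the mean of all probe sets of a gene, a test of all probe sets, eBayes with trend and robust settings, the two-sided test named in the paper's methods, unadjusted p-values, the replicate number as a block, an offset of 16 before log2, leaving out each array in turn, no threshold on FC, and other choices for the gene lists and for the NanoString lanes.

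The steps were tested on simulated data. With 19938 genes and the spread of these arrays, limma recovered 50 of 67 genes changed 1.5-fold, 64 of 67 changed 2.5-fold and 66 of 66 changed 4-fold at an adjusted p under 0.05, and it called 6 of 19678 unchanged genes, 0 of them with a FC above 2. A simulated list of 60 genes shifted by 0.3 on the log2 scale had a camera p of 1.0e-48, and an unchanged list had a p of 0.94. This does not show how camera at the preset correlation behaves for correlated lists, such as the cell cycle genes (estimated correlation 0.88). In a shuffled order of genes with a shift of 0.5 planted in 100 neighbouring genes, 93 of the 100 lay in windows past the threshold of 0.3, together with 20 other genes. The hallmark-EMT set and the core-EMT signature were not available, so the gene set enrichment analysis and the hypergeometric test of the paper were not repeated. Plekho1, for which no probe set was named, and Gapdh, all of whose probe sets carry several symbols, were not analysed here.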

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

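The tests of array scaling, of single arrays and of growth state for the cell cycle genes, of liver RNA, of the order of neighbouring genes and of regional gain were chosen after the values were seen. The test of regional loss and the splits of the arrays were set before their results were seen.

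Genes of cell cycle and mitosis, a group the paper does not discuss, were higher in AGR cells. Of 34 measured genes, 20 were higher and only Ube2c was lower at an adjusted p under 0.05 from limma (26 and 1 when adjusted over the list alone), with a median log2 FC of 0.71. Ccne1 had a log2 FC of 1.94, Mcm4 of 1.18, Rrm1 of 1.06 and Mcm2 of 1.02, while Ube2c had a log2 FC of -0.17 and did not pass under several alternatives. camera gave an adjusted p of 2.9e-09. However, these genes moved together between arrays with an estimated correlation of 0.88, and the call was lost (adjusted p = 0.582 with an estimated correlation). fry, which does not compare a list with other genes, gave an adjusted p of 0.0409 for higher expression. Array scaling as the whole cause is argued against by the medians, which were 0.70 with quantile normalization and 0.73 with median centring. A single array is argued against by the lowest median on leaving out any of the 6 arrays, 0.61. The number of higher genes rose to 29 without AGR replicate 2 and fell to 13 without NME replicate 2. Relative to the mean of NME cells, the list stood at 0.83, 0.32 and 0.91 in AGR replicates 1, 2 and 3. This range of 0.59 among AGR arrays was larger than the range of 0.27 among NME arrays. A difference in growth of the cultures at harvest could give such a pattern and cannot be told apart from a lasting property of AGR cells, since each cell line has its own cultures and their density and passage are not given. Of the 10 splits of the 6 arrays, 1 gave a median as large, the real one, with 0.71 against 0.56 for the highest other, and 10 splits are too few to judge chance.

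Most of the largest changes lay outside the genes the paper discusses, Thbs1 being an exception. Vgll3 had a log2 FC of 4.59, and 3 neighbouring genes of the late cornified envelope, Lce1g, Lce1h and Lce1i, had log2 FCs of 3.69, 3.94 and 4.49. Il11 and Ppbp, which encode secreted signaling proteins, had log2 FCs of 3.52 and 3.79. Ptpn22, Ccbe1 and Dynap rose with 3.72, 3.72 and 3.59. Among the 12 largest decreases were genes known from liver and gut, Alb, Ttr, Trf, Itih2, Serpina1c, Lgals4 and Ugt2b36, besides Agmo, Cyp2c67, Sult1d1 and Acox2 with log2 FCs of -4.70, -4.43, -4.39 and -4.16. Hpx and Fgb, chosen after their values were seen, were also lower, with log2 FCs of -3.48 and -3.03, as was the regulator Hnf4a, which fell by 1.21 from a log2 intensity of 13.17 in NME cells. Liver RNA in the NME samples is argued against as the source, since 23 of 31 measured transcripts that are abundant in liver were not more than 2-fold lower in AGR cells. In NME cells the median log2 intensity of these 23 was 7.28, below the median of all probe sets of 7.61, and Alb stood at 13.06. Levels of different probe sets do not compare abundances, so this contrast is descriptive only. Of these 23, Apob was higher with a log2 FC of 0.84, Rbp4 was slightly lower with -0.67 and Apoa2 was unchanged with 0.0087, while Apoa1 and Ambp were among the 8 that were lower, with -1.54 and -1.14. That list and these genes were also chosen after the values were seen. Where a gene lay below this median of all probe sets in 1 of the cell lines, the log2 FCs given are bounds on the size of the change. Loss of the chromosome regions is argued against by the 30 nearest expressed genes of each of the 12 genes, whose medians had a median of -0.035 (SD 0.15) and a lowest value of -0.29. The 12 neighbourhoods are not all separate, so the SD is not that of independent regions. Cyp2c67 and Cyp2c68 had the same 4 nearest genes, and Sult1d1 and Ugt2b36 had the same median. The neighbourhoods of Alb, Sult1d1 and Ugt2b36 are exceptions, since 8, 10 and 10 of their 30 nearest genes were DEGs, and the 4 nearest expressed genes of Acox2 were all lower, with a median of -0.45 and a highest value of -0.29. Loss of a shorter segment stays open for these genes. Loss of single genes, selection of a subclone with the colony, and a change in state of the cells stay open and were not tested.

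Runs of neighbouring genes were shifted together. With 11253 expressed protein-coding genes in their order in GRCm38.p6, 260 lay in windows of 31 genes whose median log2 FC was past 0.3 in either direction, against at most 40 in 1000 shuffled orders (permutation test, p = 0.000999, the smallest that 1000 shuffles can give). The longest run, from Mettl22 to Etv5, held 112 genes with a median log2 FC of 0.45. Of these genes 86.6% had a positive log2 FC, whether or not they passed the test. An adjusted p under 0.05 from limma was reached by 74 of them, and 12 were DEGs. Of the other runs, Socs2 to Bbs10 (25 genes) and Xpot to Prim1 (35 genes) were shifted down, with medians of -0.36 and -0.34. Gains and losses of these segments in AGR cells, or shared regulation within them, are candidate explanations that these data cannot tell apart. In total 5 runs held 194 genes and 19 of the 527 DEGs among the ordered genes, and 0 of the genes of Fig. 1c and Fig. 2d. For Nrp1, Cdh2, Igfbp4 and Fgfr1, gain of the surrounding region as the whole cause is argued against by the 30 nearest expressed genes, whose median log2 FCs were 0.02, 0.09, -0.04 and 0.15. The 4 nearest genes of Fgfr1 had a median of 0.25 and a highest value of 0.40, and those of Cdh2 had 0.23 and 0.31. A part of the increase of Fgfr1 and of Cdh2 may therefore still come from its region. The 4 nearest genes of Nrp1 and of Igfbp4 had medians of -0.12 and 0.08, with highest values of 0.77 and 0.73. Amplification of Nrp1, Cdh2, Igfbp4 or Fgfr1 alone stays open.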

How the results depend on the processing

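The alternatives were set before the data were examined, except the overlap of DEGs with the EMT list. DEG counts stayed within 1.5 times the reported ones under all alternatives that kept the threshold on FC, with 533 to 599 named genes when no array was left out. Of the 598 DEGs, 589 were shared with quantile normalization, 582 with median centring and 556 with the two-sided test of the paper's methods. Without the threshold on FC, 2515 genes were higher and 2304 were lower, by construction. The genes of Fig. 1c past both thresholds numbered 14 with quantile normalization and 15 with the offset of 16. Those of Fig. 2d numbered 18 with the offset and 18 with the filter at the median. They numbered 20 with median centring and 20 with the mean of all probe sets. Leaving out each array in turn gave 267 to 347 higher and 279 to 321 lower genes, a log2 FC of Nrp1 of 2.02 to 2.28, 15 to 16 genes of Fig. 1c, 18 to 20 genes of Fig. 2d, 29 to 31 genes shared with LAPR cells, and list medians of 0.03 to 0.04 (EMT) and -0.10 to -0.05 (epithelial genes). The p of Nrp1 ranged from 2.9e-06 (unadjusted) to 0.00807. The EMT and epithelial lists, with medians of 0.031 and -0.078, were not past the threshold in camera with an estimated correlation (adjusted p = 0.406 for either). Their estimated correlations were 0.016 and 0.021, near the preset 0.01. The p-values of this camera test were 0.039 and 0.032 before adjustment, so these calls were lost on adjustment over the lists. Over the other alternatives the p of the EMT list and of the epithelial list stayed under 0.05. The medians of these lists moved to 0.051 and -0.051 with quantile normalization and to 0.058 and -0.051 with median centring. With the filter at the median they were 0.077 and -0.326.

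Replicate numbers did not pair the arrays: the deviations of same-numbered arrays had correlations of -0.13, 0.33 and 0.26, and not every array correlated best with its own number. With a replicate block 300 genes were higher and 299 were lower.

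Of the 198 other genes named, changes of sign were found only in genes that were not past the test: Pdgfrb (0.0094 with quantile normalization, 0.0033 with median centring, -0.067 to 0.034 on leaving out each array, the highest without NME replicate 2), Apoa2 (-0.0097 without NME replicate 1 to 0.021 without NME replicate 3) and Met (-0.028 without AGR replicate 3 to 0.073 without AGR replicate 2); the cause was not tested. The two-sided test of the paper's methods lost the calls of 26 of these genes and the test of all probe sets those of 7. Median centring lost the calls of 2 and the replicate block that of 1. Leaving out NME replicates 1, 2 and 3 and AGR replicates 1, 2 and 3 lost those of 14, 12, 15, 6, 3 and 14. Without detection calls, values near background could not be told from no expression, and the filter at the median of all probe sets left 21 named genes without a value.

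For every reported count and list the 6 arrays allow 10 splits into 3 and 3, too few to judge chance. The real split and the highest other gave 299 and 0 genes higher, 299 and 0 lower, 16 and 0 genes of Fig. 1c, 21 and 0 of Fig. 2d, 32 and 0 shared with LAPR cells, a log2 FC of 2.15 and 1.00 for Nrp1, and -log10 p of camera of 3.42 and 2.12 (EMT) and 3.82 and 2.40 (epithelial genes). In each case 1 split, the real one, was as large.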

Differences from the paper's values

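No test in these comparisons with the paper was chosen after its result was seen. By the counts of Supplementary Table 1 and the arrays, 23 genes were higher and 9 were lower by more than 2-fold in both AGR and LAPR cells, while the paper's list holds about 15 higher and about 3 lower genes in Fig. 1c, read by eye. The paper states the FC but no rule for the NanoString lanes. Of the alternatives set before the data were examined, the number of higher genes was within 1.5 times the paper's with quantile normalization (22), the filter at the median (22), the mean of all probe sets (22), the offset of 16 (21), the NanoString lanes with lapatinib (12), and on leaving out any array except NME replicate 3 (20 to 22). With the other alternatives it was 23 or 24. The count with the lapatinib lanes comes nearer to the paper's by number only, since 3 of these 12 genes are listed as higher in Fig. 1c. The number of lower genes differed under every alternative (7 to 12).

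Of the genes in Fig. 1c, the paper lists FGFR1 as changed by more than 2-fold in both models. In AGR cells Fgfr1 had a FC of 1.52, and the highest over all alternatives was 1.59, while its increase passed the limma test (adjusted p = 0.00107). The other 16 measured genes of the figure had a FC above 2 in the direction shown. CNN1, KRT19 and SSTR2 are listed as changed in both models, but their counts were within background in the parental and LAPR lanes without drug, so no change could be read for LAPR cells.

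The paper names 3 genes of Fig. 2d as similarly upregulated in LAPR cells. By the rule used here 5 were higher in both models, Dlc1 and Pmp22 in addition to the genes the paper names, and 2 were lower in both, Fgfr3 and Ocln. Only 9 of the 21 genes were on the NanoString panel, and 1 of these, Fst, was higher in AGR and lower in LAPR cells. The number of DEGs (598) was within 1.5 times the paper's value. The genes of Fig. 2d that were DEGs (21) were counted only among those the paper lists. That count could not exceed the paper's and is no separate comparison.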

Other observations

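The lists and tests used here were set before the data were examined, except that the matching of list symbols was corrected and the genes marked so were chosen after their values were seen. In several groups that the paper does not describe, single genes differed between the cell lines. No list kept its camera call with an estimated correlation. The lowest adjusted p of that test over all lists was 0.406, so with 6 arrays a lost call is not evidence of no change. fry gave adjusted p-values of 0.00258 for drug transport and metabolism and 0.00996 for glycolysis and hypoxia, both toward lower expression. For cholesterol synthesis fry gave 0.17. Genes of drug transport and metabolism were lower in AGR cells in 14 and higher in 5 of 35 measured genes (16 and 7 when adjusted over the list alone), with a camera adjusted p of 0.0266 (adjusted p = 0.49 with an estimated correlation). Gsta3 and Gstm1, which encode glutathione transferases, had log2 FCs of -2.54 and -2.39, and the transporter genes Abcc2 and Abcc3 of -1.37 and -1.10. Those that rose were Akr1c18, Cyp1b1, Abcc1, Hmox1 and Abcb1a, the last 2 chosen after their values were seen, with log2 FCs of 1.37, 1.26, 0.98, 0.54 and 0.32. Hmox1 and Abcb1a did not pass with the test of the paper's methods. Of 23 measured genes of glycolysis and hypoxia, 9 were lower, among them Pdk1 with -1.67, Pfkl with -1.01, Slc2a1 with -0.43 and Pgk1 with -0.38, and P4ha2 and Hk2 were higher with 0.44 and 0.47 (9 lower and 3 higher when adjusted over the list alone). Hk2 did not pass with the test of the paper's methods. camera gave an adjusted p of 0.0757, after a correction to the matching of its symbols that was made with the results seen and that ended its call. Of 20 measured genes of cholesterol synthesis, 9 were lower and Hsd17b7 was higher (10 and 1 when adjusted over the list alone), with a median log2 FC of -0.29 and a camera adjusted p of 0.00782 (adjusted p = 0.737 with an estimated correlation). Cyp51, Tm7sf2, Lss and Msmo1 had log2 FCs of -0.92, -0.74, -0.69 and -0.39, and Cyp51 did not pass with the test of the paper's methods.

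Single genes of other pathways moved strongly while their lists went both ways. Of 41 measured Notch and Wnt genes, 8 were higher and 6 were lower (the same when adjusted over the list alone, camera adjusted p = 0.992, toward lower expression with a median log2 FC of -0.02 and a mean of 0.04). Wnt7a, Dll4, Fzd8 and Lfng rose with log2 FCs of 3.07, 0.95, 0.69 and 0.63, Dll4 not with the test of the paper's methods, and Lgr4 and Notch1 fell with -2.25 and -1.04. Of 24 MAPK output genes, 8 were higher and 6 were lower (the same when adjusted over the list alone, camera adjusted p = 0.419), with 0.85 for Dusp7, 0.76 for Ccnd1, 0.53 for Etv4, -0.67 for Spry1 and -0.53 for Dusp6, which did not pass with the test of the paper's methods. In the BCL2 family, with 14 measured genes, Bcl2, Bok and Pmaip1 were higher with 0.69, 0.73 and 0.65, and Bmf and Bcl2l11 were lower with -1.50 and -0.24 (3 and 2 when adjusted over the list alone, camera adjusted p = 0.766). Bok, Pmaip1 and Bcl2l11 did not pass under several alternatives. Of 31 measured interferon-stimulated genes, Ifit2, Ifit3, B2m, Tap1 and Trim30a were higher and Ifih1 and Usp18 were lower (5 and 2 when adjusted over the list alone, camera adjusted p = 0.488), and Ifit2, Ifit3 and Trim30a, the last chosen after its values were seen, did not pass with the test of the paper's methods. Of 17 measured luminal and milk genes, Foxa1 and Gata3 were higher with 1.31 and 0.56, and Muc1 was lower with -1.82 (2 and 1 when adjusted over the list alone, camera adjusted p = 0.635), Gata3 not with the test of the paper's methods.

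No list of markers of other cell types passed camera, while fry gave an adjusted p of 0.035 for lower adipocyte markers. Of 14 fibroblast markers, Pdgfra was higher (log2 FC 0.39, camera adjusted p = 0.992). Of 13 markers of macrophages and other immune cells, Cd68 and Csf1r were higher (0.96 and 0.28) and Cd14 was lower (-0.60), with a camera adjusted p of 0.76 (mean 0.05, median -0.02). Of 11 endothelial markers, Flt1 was lower (camera adjusted p = 0.488), and of 7 adipocyte markers Pparg was higher with 0.33 and Cidec was lower with -1.28 (camera adjusted p = 0.765). The same numbers passed when adjusted over each list alone. Csf1r and Pparg did not pass under several alternatives.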
